# Effect of sclerostin inactivation in a mouse model of severe dominant osteogenesis imperfecta

**DOI:** 10.1038/s41598-023-32221-3

**Published:** 2023-03-27

**Authors:** Juliana Marulanda, Josephine T. Tauer, Iris Boraschi-Diaz, Ghalib Bardai, Frank Rauch

**Keywords:** Genotype, Endocrine system and metabolic diseases

## Abstract

Osteogenesis imperfecta (OI) is a rare bone disease that is associated with fractures and low bone mass. Sclerostin inhibition is being evaluated as a potential approach to increase bone mass in OI. We had previously found that in *Col1a1*^Jrt/+^ mice, a model of severe OI, treatment with an anti-sclerostin antibody had a minor effect on the skeletal phenotype. In the present study, we assessed the effect of genetic sclerostin inactivation in the *Col1a1*^Jrt/+^ mouse. We crossed *Col1a1*^Jrt/+^ mice with *Sost* knockout mice to generate *Sost*-deficient *Col1a1*^Jrt/+^ mice and assessed differences between *Col1a1*^Jrt/+^ mice with homozygous *Sost* deficiency and *Col1a1*^Jrt/+^ mice with heterozygous *Sost* deficiency. We found that *Col1a1*^Jrt/+^ mice with homozygous *Sost* deficiency had higher body mass, femur length, trabecular bone volume, cortical thickness and periosteal diameter as well as increased biomechanical parameters of bone strength. Differences between genotypes were larger at the age of 14 weeks than at 8 weeks of age. Transcriptome analysis of RNA extracted from the tibial diaphysis revealed only 5 differentially regulated genes. Thus, genetic inactivation of *Sost* increased bone mass and strength in the *Col1a1*^Jrt/+^ mouse. It appears from these observations that the degree of *Sost* suppression that is required for eliciting a beneficial response can vary with the genetic cause of OI.

## Introduction

Osteogenesis imperfecta (OI) is a heritable condition that is associated with frequent fractures, low bone mass and other skeletal and extraskeletal manifestations^1^. The clinical severity varies widely, from lack of symptoms to perinatal lethality^1,2^. OI is usually caused by dominant mutations in one of the two genes that code for collagen type I, *COL1A1* and *COL1A2*^1,3^. Presently, there is no treatment of the underlying genetic defect, so treatment strategies focus on symptomatic improvements, such as increasing bone mass to reduce bone fragility.

Sclerostin is a secreted molecule that binds to LRP5 on the surface of osteoblasts, whereby it interferes with WNT signaling and thus decreases bone formation^4^. Genetic sclerostin deficiency leads to increased bone formation and sclerotic bone disorders^5^. Pharmacological inhibition of sclerostin using antibodies has been developed to treat disorders with low bone mass, such as postmenopausal osteoporosis^6^, and is also being evaluated for the treatment of OI^7^.

Studies in several mouse models of OI have shown a positive effect of pharmacological sclerostin inhibition on measures of bone mass and bone strength^8–11^. In contrast, we found small effects of sclerostin antibody treatment on the skeletal phenotype of the *Col1a1*^Jrt/+^ mouse, a model of severe OI caused by a dominant splice site mutation in *Col1a1*^12^. One possible explanation for this relative lack of efficacy is that the sclerostin pathway is not important for the control of bone mass in *Col1a1*^Jrt/+^ mice. An alternative possibility is that the dosing of the antibody did not suppress sclerostin sufficiently to increase bone mass in *Col1a1*^Jrt/+^ mice, even though we found in the same study that the dosing regimen increased bone mass and strength in wild type (WT) mice. Finally, the timing of the treatment in the developing vs mature skeleton may account for the limited treatment response in the *Col1a1*^Jrt/+^ mice.

Assessing the effectiveness of sclerostin inhibition in various OI mouse models may have translational implications. Human OI is caused by many different pathogenic variants in *COL1A1*, *COL1A2* and other genes^1^. It is therefore important to elucidate whether targeting the sclerostin pathway is an effective treatment strategy for mice that harbor a range of mutations in OI-associated genes.

The present study aimed to determine whether lifelong genetic sclerostin inactivation is able to improve the bone phenotype of the *Col1a1*^Jrt/+^ mouse model of OI. We therefore crossed the *Col1a1*^Jrt/+^ mice with *Sost* knockout mice^13^ to generate *Sost*-deficient *Col1a1*^Jrt/+^ mice and assessed the resulting skeletal phenotype at different ages.

## Materials and methods

### Mice

All animal work was conducted under approval by the Animal Care Committee at McGill University and conformed to the ethical guidelines of the Canadian Council on Animal Care and ARRIVE guidelines. *Col1a1*^Jrt/+^ mice on FVB background, developed by screening of N-ethyl-N-nitrosourea-induced mutagenesis were a gift from Dr. Jane Aubin’s laboratory, University of Toronto, Canada^14^. These mice have a single nucleotide variant at the splice donor site of *Col1a1* exon 9, leading to skipping of exon 9 and an in-frame loss of 18 amino acids in the N-terminal region of the triple helical domain of the collagen type I alpha 1 chain^14^. The *Sost*^*−/−*^ mice on C57BL6 background were provided by Novartis^13^.

All breeding colonies were maintained at the Animal Care Facility of the Shriners Hospitals for Children-Canada. Mice were housed in groups of up to 5 animals on a 12-h alternating light and dark cycle and had unrestricted access to water and food (Charles River rodent diet 5075, USA).

### Generation of Sost-deficient Col1a1^Jrt/+^ mice

The *Col1a1* and *Sost* genes are both located on murine chromosome 11, approximately 7 MB apart (Fig. 1A). 

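In GRCm38, *Col1a1* (ENSMUSG00000001506) lies on the plus strand of chromosome 11 from 94936224 to 94953042. *Sost* (ENSMUSG00000001494) lies on the minus strand of the same chromosome from 101962458 to 101967015. Both are annotated as protein coding. The end of *Col1a1* and the start of *Sost* are 7009415 bp apart. Between them the annotation lists 388 genes, of which 251 are protein coding. In tibia shaft RNA of Jrt;Sost-het and Jrt;Sost-ko mice, 171 of the 388 genes had enough counts to be tested for differential expression.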

To generate *Sost*-deficient *Col1a1*^Jrt/+^ mice, first *Col1a1*^*Jrt/*+^ mice (FVB background) were bred with *Sost*^*−/−*^ mice (C57BL6 background) to generate *Col1a1*^*Jrt/*+^;*Sost*^+*/−*^ and *Col1a1*^+*/*+^;*Sost*^+*/−*^ mice of mixed FVB/C57BL6 background (Fig. 1B)*. Col1a1*^*Jrt/*+^;*Sost*^+*/−*^ and *Col1a1*^+*/*+^;*Sost*^+*/−*^ mice were then crossed until a mouse with a *Col1a1*^*Jrt/*+^;*Sost*^*−/−*^ genotype was generated, indicating that homologous recombination had occurred between the *Col1a1*^*Jrt*^ and the *Sost*^*-*^ locus in that mouse. The colony was subsequently maintained by crossing *Col1a1*^*Jrt/*+^;*Sost*^*−/−*^ mice with *Col1a1*^*Jrt/*+^;*Sost*^+*/−*^ mice from the same generation to keep the contributions of the FVB and C57BL6 backgrounds constant (Fig. 1C). In order to obtain *Col1a1*^+*/*+^;*Sost*^+*/*+^ mice with matching background, a parallel colony with WT mice of mixed FVB/C57BL6 background was established (Fig. 1D). The phenotyping experiments presented here were performed in mice that were obtained after 6 to 8 generations of crossing on mixed background. Results in the following four genotypes were compared: *Col1a1*^+/+^;*Sost*^+/+^ (subsequently called WT), *Col1a1*^+/+^;*Sost*^*−/−*^ (WT;Sost-ko), *Col1a1*^Jrt/+^;*Sost*^+/−^ (Jrt;Sost-het), Col1a1^Jrt/+^;*Sost*^*−/−*^ (Jrt;Sost-ko). The rationale for this breeding strategy was that the main aim of the project was to assess the effect of *Sost* deficiency in *Col1a1*^Jrt/+^ mice. It was therefore important to compare *Sost*-deficient *Col1a1*^Jrt/+^ mice to non-*Sost*-deficient littermates. Previous reports indicated that heterozygous *Sost* deficiency does not have a major effect on the skeleton in mice^15^, which was also observed in the present study (Supplemental Fig. 1).

**Figure 1:**
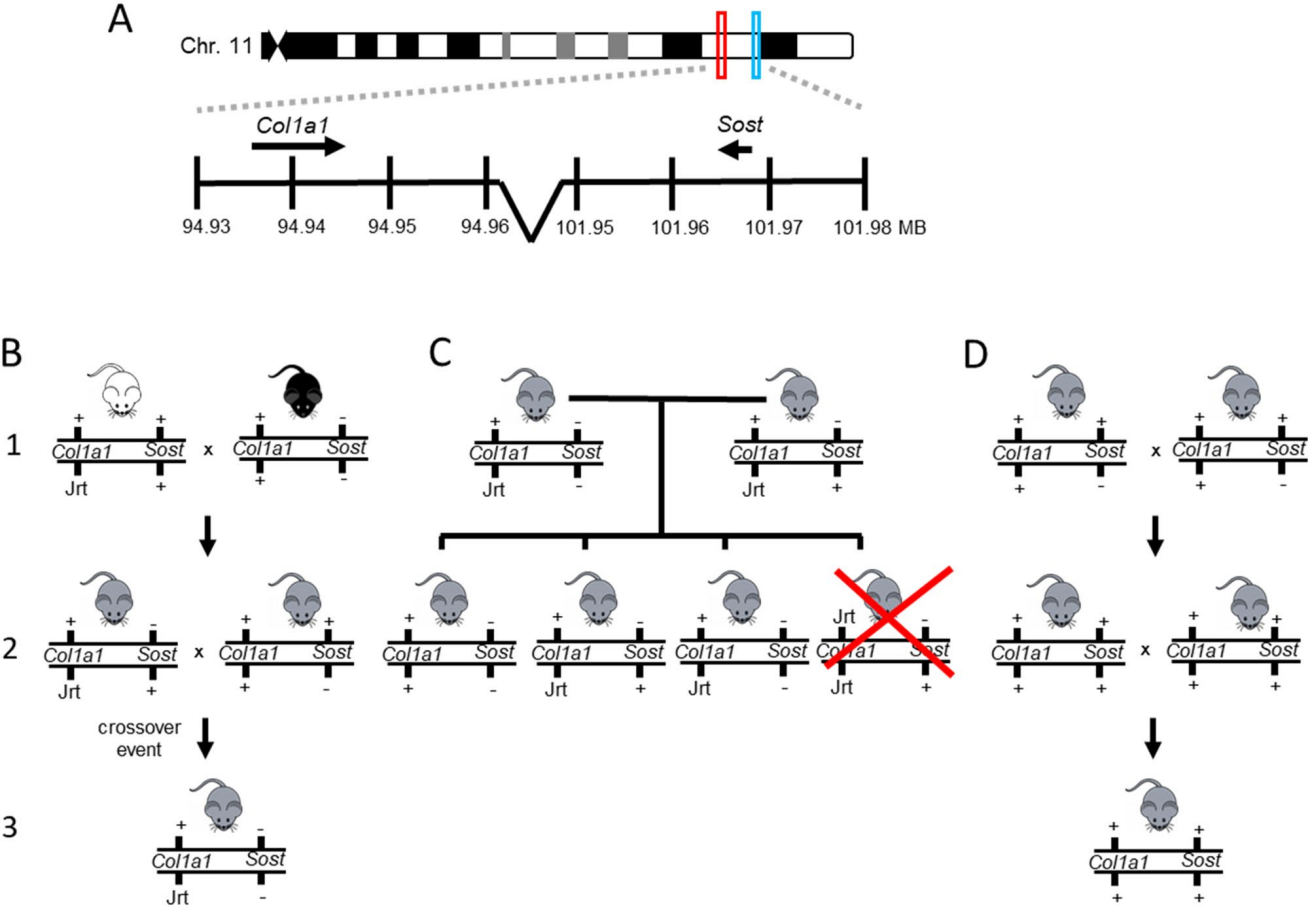
Chromosomal location of *Col1a1* and *Sost* and breeding strategy. (**A**) *Col1a1* and *Sost* are both located on murine chromosome 11, separated by about 7 MB (assembly GRCm38.p6). (**B**) *Col1a1*^*Jrt/*+^ (FVB background) and *Sost*^−/−^ (C57BL6 background) mice were bred (1) to generate *Col1a1*^*Jrt/*+^;*Sost*^+*/−*^ and *Col1a1*^**+***/*+^;*Sost*^+*/−*^ mice of mixed background (2). These mice were then crossed until a crossover event was observed that resulted in the generation of a *Col1a1*^*Jrt/*+^;*Sost*^−/−^ mouse (3). (**C**) *Col1a1*^*Jrt/*+^;*Sost*^−/−^ mice were bred with *Col1a1*^*Jrt/*+^;*Sost*^+*/−*^ mice to generate three of the four genotypes that were used for phenotype analyses. Mice that are homozygous for the Jrt allele (*Col1a1*^*Jrt/Jrt*^) are not viable and die in utero (and are therefore crossed out in the schematic). (**D**) A separate colony was maintained to generate mice of mixed FVB/C57BL6 background that were wild type for both the *Col1a1* and the *Sost* locus. These mice were used to compare results of the three viable genotypic groups shown in (**C**).

### Sample collection

For dynamic histomorphometric analyses of the bone, each mouse received two intraperitoneal injections of calcein (20 mg per kg body weight) at 5 days and at 2 days before sacrifice. Mice of both sexes were euthanized either at 8 weeks or at 14 weeks of age. Body weights were recorded at the time of euthanasia. Blood samples were collected by intracardiac puncture, and serum was separated by centrifuge and stored at − 80 °C until analysis. Femoral and tibia lengths were measured with a digital caliper. Right femurs were collected for micro-computed tomography and three-point bending tests. Right femurs were stored at − 20 °C in phosphate buffered saline-soaked gauze until testing or further specimen preparation. Left femurs and the lumbar spines were collected for dynamic histomorphometric analyses. For RNA sequencing, tibias were collected and stored in RNA Later (Invitrogen) at − 80 °C until further processing.

### Micro-computed tomography

Micro-computed tomography of left femurs was performed using a Skyscan 1272 device (Bruker). The voxel size was 5 μm. At the distal femur, trabecular bone was analyzed in a region starting at 0.5 mm proximal of the distal femoral growth plate (to avoid primary spongiosa) and scanning a 1.0 mm section of bone in a proximal direction. Scans were quantified using the system's analysis software (Skyscan CT Analyser, Version 1.16.1.0). To analyze cortical bone at the midshaft femur, scanning was performed starting at 44% of the total femur length from the distal end and scanned for 1 mm proximally. The software derives outer bone diameter (periosteal diameter) and the diameter of the bone marrow cavity (endocortical diameter) from cross-sectional areas using a circular bone cross-section model. Cortical thickness is calculated as the difference of the periosteal and endocortical bone diameter divided by 2.

### Three-point bending test

Following micro-computed tomography scanning, right femurs were loaded to failure in three-point bending using a Materials Testing System Model 5943 (Instron, Norwood, USA). The specimens were thawed 1 day prior to the test and all muscle tissues were cleaned off. The bone was soaked overnight in phosphate buffered saline at room temperature until mechanical testing. The distance between the lower supports was 7 mm with a vertical displacement rate of 50 μm/s. The anterior mid-diaphysis was loaded under tension and the tests were analyzed using the system’s analysis software Bluehill (Illinois Tool Works Inc., Glenview, USA; Version 3.65).

### Serum bone markers

Serum levels of the bone formation marker procollagen type I N-terminal propeptide (PINP; Mouse/Rat PINP, Immunodiagnostic Systems) and the bone resorption marker tartrate-resistant acid phosphatase 5b (TRAcP5b, Mouse TRAP, Immunodiagnostic Systems) were quantified by enzyme immunoassays. Serum tests were performed in duplicate.

### Bone histomorphometry

Histomorphometric analysis of trabecular bone were performed at the left distal femur (starting at 50 μm proximal to the growth plate to a distance of 1.4 mm from the growth plate) and in lumbar vertebra 4 (L4, entire trabecular compartment). Specimens were fixed in 10% phosphate-buffered formalin, dehydrated in increasing concentrations of ethanol and embedded in methylmethacrylate. Undecalcified 6 μm thick sections were cut with a Polycut E microtome (Reichert-Jung, Heidelberg, Germany). The sections were deplastified with ethylene glycol monoethyl acetate to allow for optimal staining. In each sample, two consecutive sections were selected that were stained with Masson Goldner Trichrome for static parameters or mounted unstained for the measurement of dynamic parameters using fluorescence microscopy. Histomorphometric measurements were carried out using a digitizing table with Osteomeasure^®^ software (Osteometrics Inc., Atlanta, GA, USA). Nomenclature and abbreviations follow the recommendations of the American Society for Bone and Mineral Research^16^.

### RNA sequencing

Male mice were euthanized at the age of 8 weeks (*n* = 4 mice per group). Tibia shafts were dissected, the bone marrow was flushed out and the bones were immediately immersed in RNAlater (Thermo Fisher) and stored at − 80 °C until processing. After mincing with scissors, the bones were blotted to remove excess RNAlater and manually grinded using a liquid nitrogen-cooled mini mortar and pestle set, and then transfered to 5 ml of TRIzol. The total RNA was extracted using the phenol–chloroform method.

Library preparation, RNA sequencing, data post-processing and statistical evaluation were performed as described^17^. The total RNA samples used in the present study had a concentration between 78 and 389 ng/μL, with an RNA integrity number ranging between 7.4 and 8.4. Libraries were generated from 250 ng of total RNA. Sequencing was performed on a NovaSeq S4 (Illumina) for 2 × 100 cycles (paired-end mode). Between 31 and 57 million 100-base paired-end reads were generated per sample.

Analysis of paired-end sequencing reads was performed using GenPipes, an open-source, Python-based standardized analysis pipeline, hosted on the Compute Canada High Performance Computing center (https://www.computecanada.ca). Read pairs were aligned to GRCm38 by the RNA-seq aligner STAR^18^. Aligned RNA-seq reads were assembled into transcripts, and their relative abundance was estimated using Cufflinks^19^ and Cuffdiff^20^. Differential expression analysis was conducted using DESeq^21^. Significantly differentially expressed genes were defined as those with an adjusted *p* value < 0.05 as determined by DESeq.

### Statistical analyses

All data shown in this report are mean ± standard error. Differences between genotypes were assessed for significance by one‐way ANOVA of T-Test when applicable. Post-hoc tests of differences between individual groups were performed with Sidak’s tests for multiple comparisons using GraphPad Prism version 5.02 (GraphPad Software for Windows, San Diego, CA, USA). A p value < 0.05 was considered significant.

## Results

Phenotypes of WT, WT;Sost-ko, Jrt;Sost-het and Jrt;Sost-ko mice were assessed at 8 and at 14 weeks of age. We did not find a significant difference in bone parameters between male and female Jrt;Sost-het and Jrt;Sost-ko mice and therefore results from both sexes were analyzed as one group (Supplemental Fig. 2). Body weight and femur length were lower in Jrt;Sost-het mice than in WT mice at both time points (Fig. 2A,B). Jrt;Sost-ko mice had similar body mass and femur length as Jrt;Sost-het mice at 8 weeks of age, but by the age of 14 weeks results were higher in Jrt;Sost-ko mice. Jrt;Sost-ko mice had higher P1NP serum concentrations and lower TRAP5b serum levels than Jrt;Sost-het mice at the age of 8 weeks, whereas no significant biomarker differences between these two genotypes were found at 14 weeks of age (Fig. 2C,D). Serum levels of alkaline phosphatase, calcium and phosphorus were similar between Jrt;Sost-het and Jrt;Sost-ko mice, at both 8 and 14 weeks of age (Supplemental Fig. 3).

**Figure 2:**
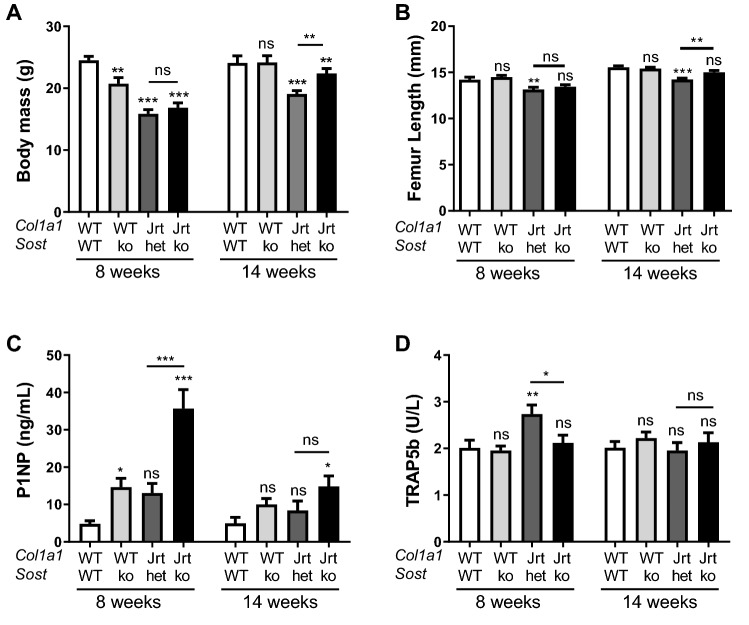
Body mass, femur length and serum markers of bone metabolism. Variation with genotype and age in body mass, femur length, and serum markers of bone metabolism. Error bars represent standard errors. Significance levels for differences to WT mice (ANOVA) are indicated above each bar: *p < 0.05, **p < 0.01, ***p < 0.001, ns: not significant (p ≥ 0.05). Significance levels for differences between Jrt;Sost-het and Jrt;Sost-ko are indicated above the horizontal lines. n = 8–15 mice per group for body mass and femur length. n = 6–11 mice per group for serum markers.

Regarding trabecular bone, WT;Sost-ko mice had higher bone volume per tissue volume than WT mice, as expected (Fig. 3). Jrt;Sost-ko mice had higher trabecular bone volume than Jrt;Sost-het mice at both skeletal sites, but the difference between these two genotypes was larger at 14 weeks than at 8 weeks of age. At the distal femur, the higher trabecular bone volume in Jrt;Sost-ko mice was entirely due to higher trabecular thickness (Fig. 3A–C), whereas in vertebra both trabecular thickness and number were higher (Figs. 3D–F and 4). Dynamic bone histomorphometry at the lumbar vertebra 4 showed that bone formation rate was lower in Jrt;Sost-het mice than in WT mice, but no difference in bone formation rate was observed between Jrt;Sost-het and Jrt;Sost-ko mice (Fig. 3G–I).

**Figure 3:**
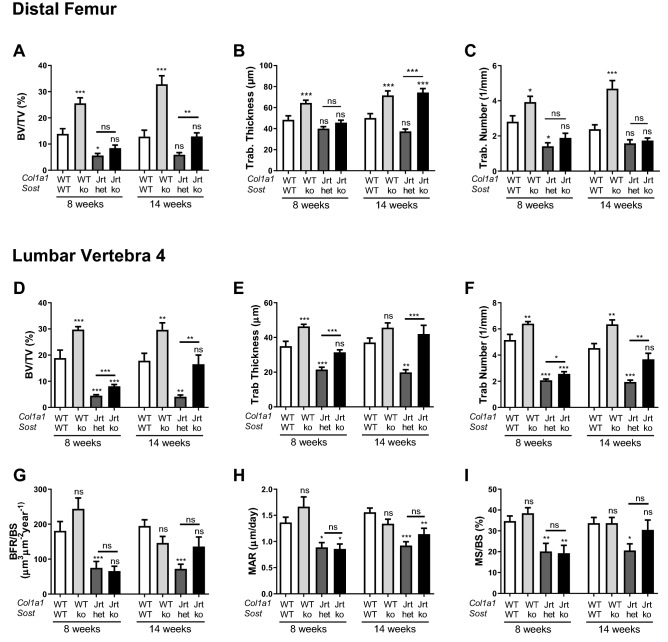
Trabecular bone characterization. Trabecular bone analyses at the distal femur (**A**–**C** by microCT) and at lumbar vertebra 4 (**D**–**I** by histomorphometry). Error bars represent standard errors. Significance levels for differences to WT mice (ANOVA) are indicated above each bar: * p < 0.05, **p < 0.01, ***p < 0.001, ns: not significant (p ≥ 0.05). Significance levels for differences between Jrt;Sost-het and Jrt;Sost-ko are indicated above the horizontal lines. n = 6–12 mice per group for femur analyses and 11–15 mice per group for vertebra analyses.

**Figure 4:**
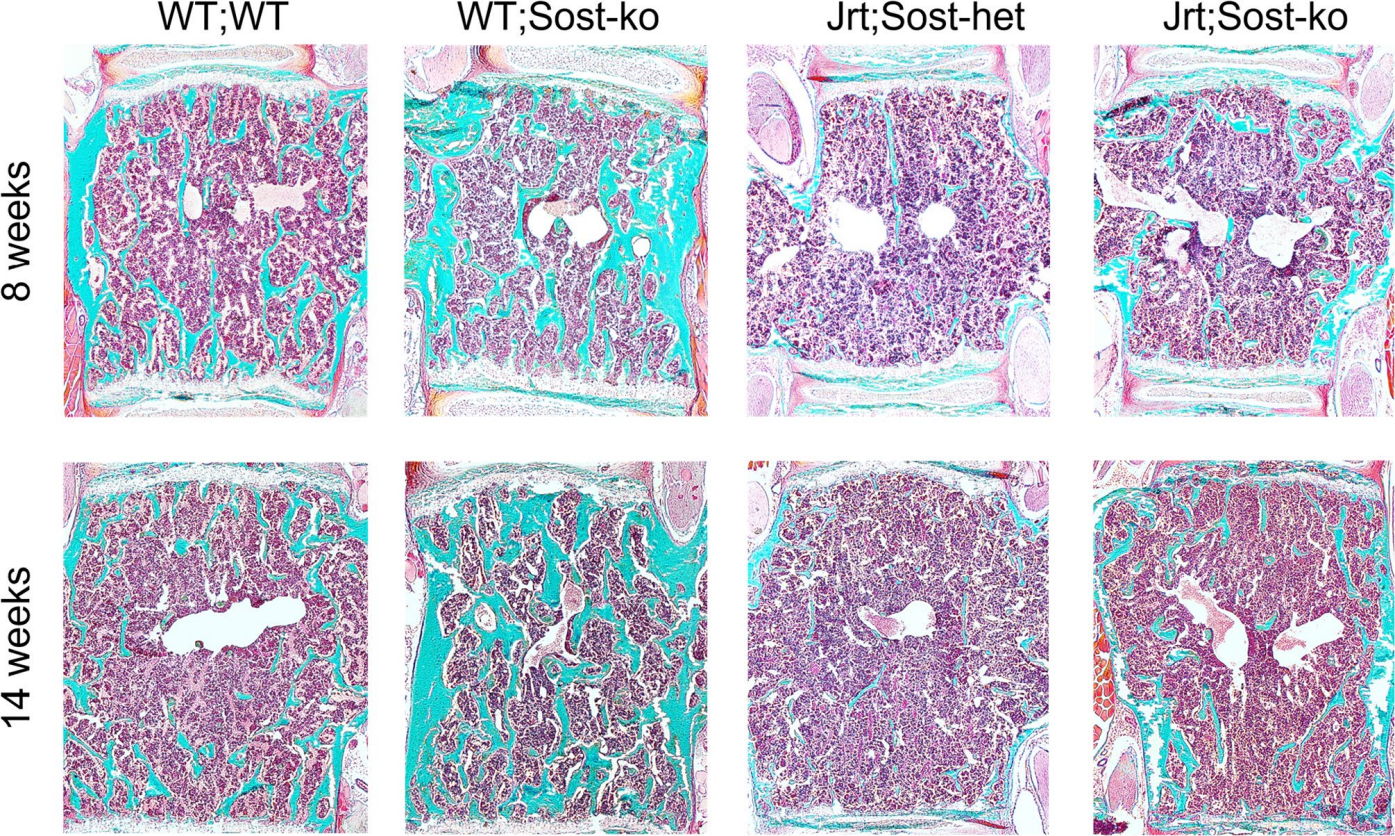
Histology of vertebral bones. Histological longitudinal sections of lumbar vertebra stained with Goldner’s trichrome staining at 8 and 14 weeks of age. Mineralized bone appears blue, unmineralized bone pink and bone marrow purple.

As to cortical bone at the midshaft femur, Jrt;Sost-het mice had thinner cortices, smaller periosteal diameter, and, at 14 weeks, smaller endocortical diameter than WT mice. Jrt;Sost-ko mice had thicker cortices, and larger periosteal and endocortical diameters than Jrt;Sost-het mice (Fig. 5A–D). Correspondingly, Jrt;Sost-ko mice had higher biomechanical parameters of bone strength than Jrt;Sost-het mice (Fig. 5E–G). These differences in femur diaphyseal anatomy and strength between Jrt;Sost-ko mice and Jrt;Sost-het mice tended to be larger at 14 weeks than at 8 weeks of age.

**Figure 5:**
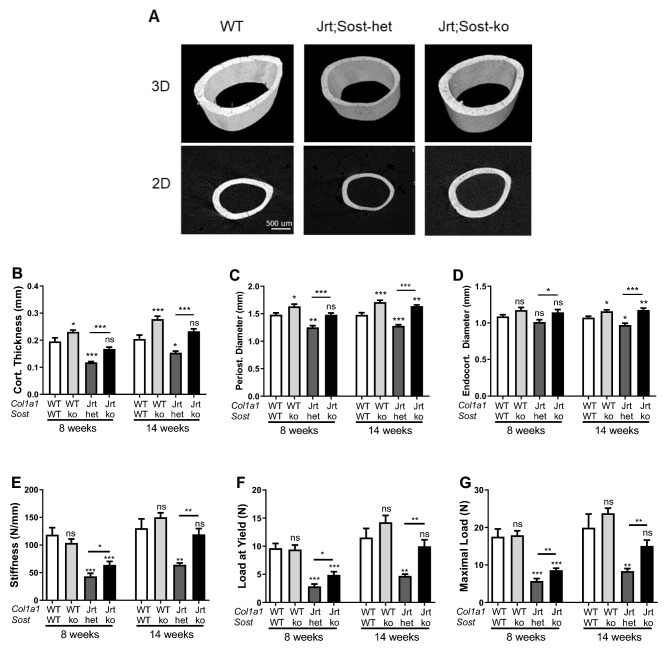
Cortical bone characterization. Femur midshaft microCT and biomechanics. (**A**) MicroCT images of midshaft femur scans. (**B**–**D**) MicroCT data for bone structure. (**E**–**G**) Results of three-point bending tests. Error bars represent standard errors. Significance levels for differences to WT mice (ANOVA) are indicated above each bar: *p < 0.05, **p < 0.01, ***p < 0.001, ns: not significant (p ≥ 0.05). Significance levels for differences between Jrt;Sost-het and Jrt;Sost-ko are indicated above the horizontal lines. n = 6–15 mice per group.

We next extracted RNA from the tibia diaphysis of Jrt;Sost-het and Jrt;Sost-ko to assess the effect of sclerostin deficiency on the transcriptome. 

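Tibia shafts of 12 male mice aged 8 weeks were flushed of bone marrow before RNA extraction, and 1 library was sequenced per mouse. The groups were Jrt;Sost-het, Jrt;Sost-ko and WT, with n = 4 mice each. The WT mice came from the parallel colony, and the paper reports no RNA result for them. The authors aligned read pairs to GRCm38 with STAR and deposited whole-number counts for 47069 Ensembl genes, without normalization. Reads counted on genes ranged from 24366061 to 29431764 (median 26164560) in Jrt;Sost-het mice, from 28255411 to 37370099 (median 32340328) in Jrt;Sost-ko mice and from 28737276 to 44418863 (median 38463712) in WT mice. Reads that fell on no annotated gene made up between 9.54% and 11.2% of all reads assigned to a gene, to several genes or to none, and are not used in the values. Each pair of groups was compared with edgeR's quasi-likelihood test after TMM normalization and edgeR's default filter on low counts, with Benjamini–Hochberg adjustment and a threshold of 0.05. Expression per mouse is given as CPM, the count scaled to the library size and normalized over all 12 libraries. With 4 mice against 4, the smallest two-sided p that an exact permutation test allows is 0.0286. The labels give no sequencing batch. Principal component 1 of log2 CPM held 50.2% of the variance, and principal component 2 held 9.23%. Over the 12 mice, the score on component 1 followed the mean log2 CPM of 16 skeletal muscle genes, a list fixed in advance, with Pearson's r = 0.96 (permutation p = 1e-05, the smallest that the permutations allow) and Spearman's rho = 0.972 (permutation p = 2e-05). This was the only relation of this kind given a p-value, so that the adjusted p equals the raw p. The 16 genes were themselves among the genes from which the components were computed. The relation is therefore in part built in, which its p-values do not take into account. Without the 2 mice farthest from the median of the muscle genes, r was 0.975. Within the groups of 4 mice, r was 0.985 in WT, 0.971 in Jrt;Sost-het and 0.989 in Jrt;Sost-ko mice. The muscle genes took between 0.00325% of the counts in Jrt;Sost-ko mouse 4 and 3.32% in WT mouse 4.

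**Figure D1:**
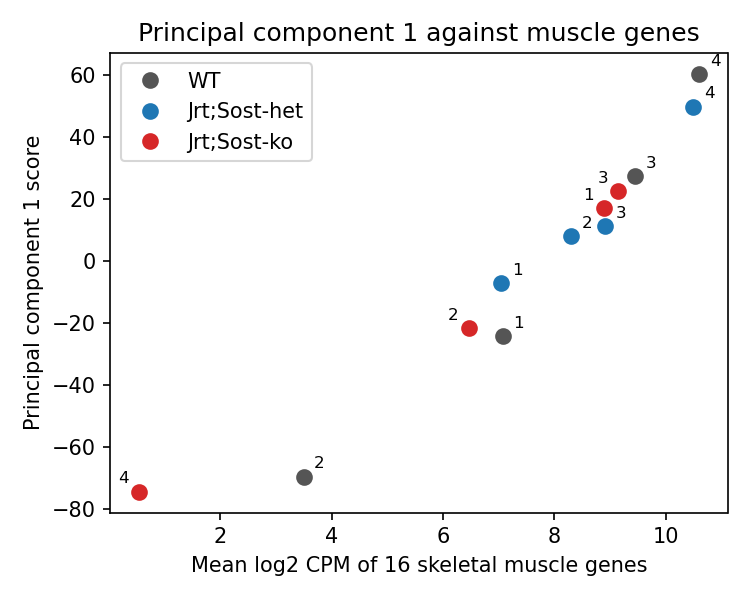
Score on principal component 1 (vertical axis) against the mean log2 CPM of 16 skeletal muscle genes (horizontal axis). Each point is 1 of the 12 mice, coloured by group and numbered within it, and Jrt;Sost-ko mouse 4 has the lowest value on both axes and WT mouse 4 the highest.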

Differential gene expression analysis confirmed that Jrt;Sost-ko mice were deficient in *Sost* on the mRNA level (Table 1). 

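*Sost* expression was 39.97 ± 20.43 CPM (SD, n = 4) in Jrt;Sost-het mice and 0.672 ± 0.421 CPM (SD, n = 4) in Jrt;Sost-ko mice. The log2 fold change was -5.87 (standard error 0.485, adjusted p = 0.013 from edgeR), and every Jrt;Sost-ko mouse was lower than every Jrt;Sost-het mouse (exact permutation test, two-sided p = 0.0286). *Sost* was not at 0 in any Jrt;Sost-ko mouse. The 4 libraries held 16, 43, 19 and 10 *Sost* counts, which is 1.42%, 3.21%, 1.27% and 0.82% of the Jrt;Sost-het mean CPM. Over 19 alternatives the log2 fold change ranged from -6.40 to -5.46. The adjusted p ranged from 7.32e-25 with DESeq2 to 0.479 with limma-voom with sample quality weights, where the log2 fold changes were -5.89 and -5.66. Without Jrt;Sost-ko mouse 1, 3 or 4 the adjusted p from edgeR was 0.117, 0.138 and 0.0805. From Table 1 the paper reports a deficiency of *Sost* mRNA in Jrt;Sost-ko mice, and its discussion calls *Sost* expression absent in them.

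**Figure D2:**
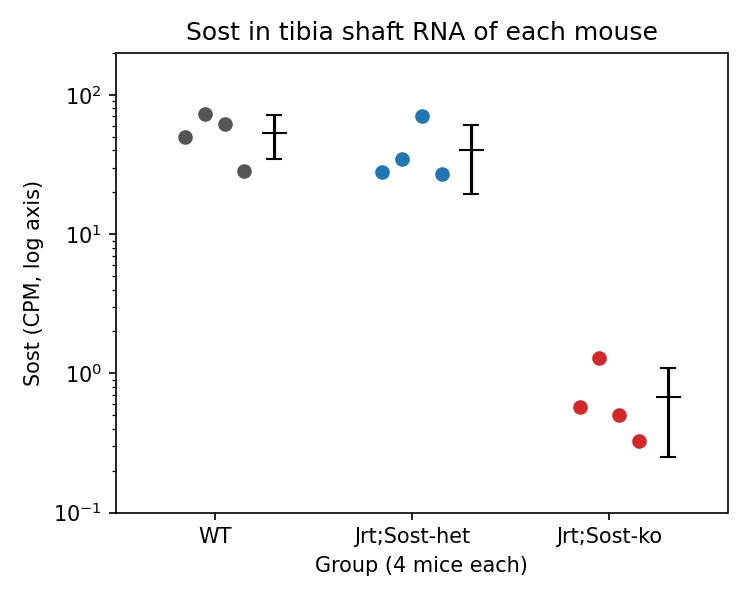
*Sost* expression in CPM (vertical log axis) by group (horizontal axis), with 1 point per mouse, 4 mice per group. Horizontal lines give the mean and bars ± 1 SD, and the Jrt;Sost-ko mice sit between 0.328 and 1.28 CPM, below the lowest Jrt;Sost-het mouse at 27.1 CPM.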

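Besides *Sost*, 4 genes of Table 1 differed between Jrt;Sost-het and Jrt;Sost-ko mice without overlap of the groups. *Colgalt2* (ENSMUSG00000032649), on chromosome 1 from 152399830 to 152510695, had 9.30 ± 1.65 CPM (SD, n = 4) in Jrt;Sost-het mice and 3.83 ± 1.46 CPM (SD, n = 4) in Jrt;Sost-ko mice. Its log2 fold change was -1.27 (standard error 0.273). *Tex15* (ENSMUSG00000009628), on chromosome 8 from 33516738 to 33585582, had 21.4 ± 2.19 and 14.9 ± 0.749 CPM, a log2 fold change of -0.51 (standard error 0.0884). *Pla1a* (ENSMUSG00000002847), on chromosome 16 from 38396117 to 38433145, had 12.6 ± 4.39 and 5.63 ± 1.40 CPM, a log2 fold change of -1.16 (standard error 0.264). *Pla2g5* (ENSMUSG00000041193), on chromosome 4 from 138799244 to 138863482, rose from 15.98 ± 1.98 to 23.96 ± 2.91 CPM, a log2 fold change of 0.59 (standard error 0.118). Each of the 4 genes reached the smallest exact permutation p that 4 mice against 4 allow. The paper's table named these genes from the same mice, so that the lack of overlap is not independent evidence. Of all genes tested, 511 (3.05%) had no overlap of the groups, where chance gives 2.86%. By unadjusted p the 4 genes ranked 14, 2, 16 and 6 among 16739 genes, and the adjusted p from edgeR was 0.901 for each. With DESeq2 in place of edgeR the adjusted p was 0.01 for *Colgalt2*, 0.00946 for *Tex15*, 0.0273 for *Pla1a* and 0.0273 for *Pla2g5*, and under the other alternatives none of the 4 passed the threshold. Over all alternatives the largest adjusted p of each of the 4 genes was 1. DESeq2 also gave an adjusted p under 0.05 to *Iars* (log2 fold change 0.24, adjusted p = 0.0273) and *Utp20* (log2 fold change 0.31, adjusted p = 0.0366), genes chosen after their values were seen, whose adjusted p from edgeR was 0.901.

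**Figure D3:**
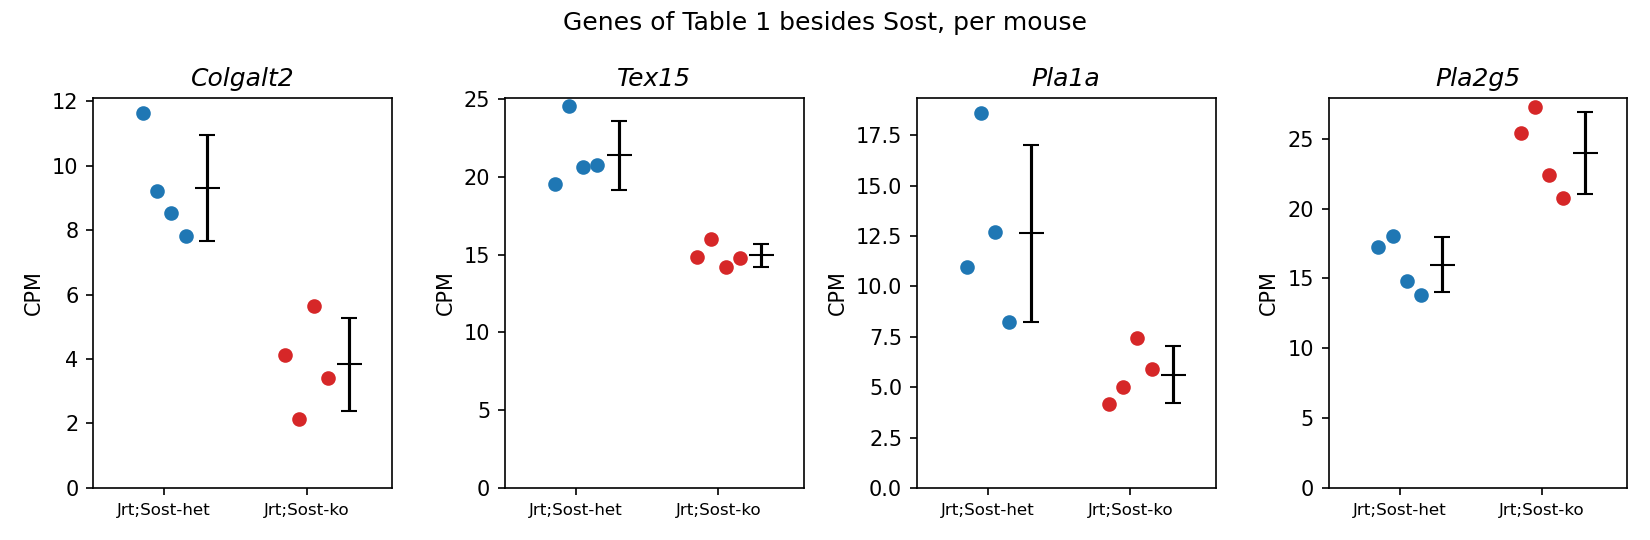
Expression of *Colgalt2*, *Tex15*, *Pla1a* and *Pla2g5* in CPM (vertical axes, starting at 0) in Jrt;Sost-het and Jrt;Sost-ko mice, with 1 point per mouse. Horizontal lines give the mean and bars ± 1 SD of 4 mice, and in each panel the points of both groups do not overlap.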

Apart from *Sost*, only three other genes were downregulated (*Colgalt2*, *Tex15*, *Pla1a*) and one gene was upregulated (*Pla2g5*) in Jrt;Sost-ko mice compared to Jrt;Sost-het mice.

**Table 1:** List of differentially regulated genes in Jrt;Sost-ko mice compared to Jrt;Sost-het mice.

Gene	Description	Log2 fold change	P
Downregulated			
* Sost*	Sclerostin	− 5.88	< 0.001
* Colgalt2*	Collagen betagalactosyltransferase 2	− 1.27	0.01
* Tex15*	Testis expressed gene 15	− 0.51	0.01
* Pla1a*	Phospholipase A1 member A	− 1.16	0.03
Upregulated			
* Pla2g5*	Phospholipase A2, group V	0.59	0.03

P values are adjusted by the Benjamini–Hochberg procedure, as determined by Deseq.

N = 4 mice per group.

## Discussion

In this study we found that genetic *Sost* inactivation had marked effects on the skeletal phenotype in the *Col1a1*^Jrt/+^ mouse model of OI. Compared to Jrt;Sost-het mice, Jrt;Sost-ko mice had higher body mass, femur length, trabecular bone volume, cortical thickness and periosteal diameter as well as increased biomechanical parameters of bone strength. The effect of sclerostin deficiency in *Col1a1*^Jrt/+^ mice seemed to increase with age, as differences between Jrt;Sost-ko and Jrt;Sost-het mice were larger at 14 weeks than at 8 weeks of age.

In our previous studies, we had found only small effects of sclerostin antibody treatment in the *Col1a1*^Jrt/+^ mouse^12^. It was therefore not clear whether the sclerostin pathway was important for the control of bone mass in this mouse model of severe OI. The present study demonstrates that complete sclerostin inactivation does have a beneficial effect in the *Col1a1*^Jrt/+^ mouse.

The effect size of *Sost* inactivation seemed broadly similar between *Col1a1*^Jrt/+^ and WT mice. At the femur of 14-week-old mice, *Sost* inactivation was associated with more than twice higher trabecular bone volume in both *Col1a1*^Jrt/+^ and WT mice, and an approximately 50% higher cortical thickness. The changes associated with genetic *Sost* depletion compare favorably to the previously reported effects of 4 weeks of sclerostin antibody treatment in *Col1a1*^Jrt/+^ mice, where a 65% increase in trabecular bone volume and an 18% increase in cortical thickness was found in growing mice^12^.

It therefore appears that targeting sclerostin is an effective approach also in *Col1a1*^Jrt/+^ mice but that presumably our previous antibody treatment did not suppress sclerostin sufficiently to elicit stronger positive effects. It should be noted, however, that the same dosing regimen had been able to induce a robust bone response in littermate WT mice. Other investigators have reported that sclerostin antibody treatment has a marked beneficial effect in a range of OI mouse models^8–11^. Overall, these results suggest that the response to pharmacological sclerostin inhibition may vary with the specific disease-causing mutation. It is therefore possible that in some circumstances a more profound suppression of sclerostin is required to achieve the desired effects.

We observed that *Sost* inactivation in *Col1a1*^Jrt/+^ mice had larger effects at 14 weeks of age than at 8 weeks of age. This is in accordance with the initial description of the Sost-ko mouse used in the present project, which showed that bone mass was similar to WT mice up to the age of 1 month, but subsequently kept increasing continuously, even after mice reached sexual maturity^13^. Later studies found that, compared to WT mice, Sost-ko mice kept gaining both trabecular and cortical bone mass from 10 to 26 weeks of age^22,23^. The reasons why constitutive inactivation of *Sost* leads to increased bone mass only relatively late in skeletal development are not clear. However, recent data suggest that bones in 12-week old Sost-ko mice continue to undergo modeling, whereas in Sost-het mice of the same age only remodeling occurs^24^. As modeling consists of bone formation without prior resorption, modeling quickly increases bone mass^25^. This might explain why *Sost* inactivation leads to continuing accumulation in bone mass even at an age when bone mass has reached a plateau in *Sost* replete mice.

It is interesting to note that in 8-week old *Col1a1*^Jrt/+^ mice, *Sost* deficiency was associated with a marked increase in circulating levels of the bone formation marker P1NP whereas trabecular bone formation rate as measured by histomorphometry was unchanged. We had made similar observations in *Col1a1*^Jrt/+^ mice treated with sclerostin antibodies^12^. The causes of this discrepancy were not investigated, but P1NP is a systemic marker of bone formation and therefore is influenced by the speed of bone growth in length, cortical bone growth in width and trabecular bone remodeling in the entire skeleton, whereas histomorphometry as measured in the present study reflects only trabecular remodeling in lumbar vertebra 4. In addition, P1NP is released from collagen type I molecules by N-propeptide cleavage after procollagen secretion, whereas histomorphometric bone formation rate measures the amount of bone deposited in trabecular tissue. As *Col1a1*^Jrt/+^ mice have a mutation in the *Col1a1* gene, it is possible that a proportion of the procollagen molecules that are generated in these mice are not integrated into the bone. This view is also in accordance with the observation that *Sost* deficiency did not alter serum levels of alkaline phosphatase, a marker of bone formation that is not directly influenced by *Col1a1* mutations.

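Of 16739 genes tested between Jrt;Sost-ko and Jrt;Sost-het mice, *Sost* alone had an adjusted p under 0.05 in edgeR. An unadjusted p under 0.05 was found for 841 genes (5.02%), and the second smallest adjusted p was 0.901. The groups did not overlap in 511 genes (3.05%), where chance gives 2.86%. The number of genes with an adjusted p under 0.05 was 7 with DESeq2 and 0 with limma-voom. It was 0 without Jrt;Sost-ko mouse 1, 3 or 4, 2 without Jrt;Sost-het mouse 2 (*Sost* and *Gm37261*, which was high in that mouse) and 3 without Jrt;Sost-het mouse 3 (*Sost*, *Gm9855* and *Tdg*). These 3 further genes were chosen after their values were seen. Gene lists fixed in advance were compared with camera at a preset inter-gene correlation of 0.01. Of the 14 osteoblast genes, 13 were higher in Jrt;Sost-ko mice, with a median log2 fold change of 0.30 (adjusted p = 6.42e-05 from limma's camera). Without 1 mouse at a time the median lay between 0.20 and 0.38. Of the 10 osteocyte genes, 8 were higher, with a median of 0.33 (adjusted p = 0.0171) and a range of 0.23 to 0.47. Of the 17 Wnt target genes tested, 13 were higher, with a median of 0.24 (adjusted p = 0.000663), which was 0.15 without Jrt;Sost-ko mouse 3. Of the 13 osteoclast genes, 2 were higher, with a median of -0.07 (adjusted p = 0.395) that turned to 0.13 without Jrt;Sost-het mouse 1. Over 11 lists and 3 comparisons, 18 of 33 tests had an adjusted p under 0.05 with camera, and none of the 18 held under fry or with the inter-gene correlation estimated from the data. Adjusted over the list alone, 2 osteoblast genes (*Bglap* and *Bglap2*), 3 osteocyte genes (*Fbln7*, *Irx5* and *Mepe*) and 1 Wnt target gene (*Dkk1*) passed the threshold, against 0 adjusted over all genes tested. Their log2 fold changes were 0.46 for *Bglap*, 0.35 for *Bglap2*, -0.97 for *Fbln7*, 0.44 for *Irx5*, 0.70 for *Mepe* and 0.76 for *Dkk1*, where Jrt;Sost-ko mouse 2 lay above the other 3. *Lrp5* had a log2 fold change of -0.02 (standard error 0.0832).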

Our RNA sequencing results showed surprisingly few differentially regulated genes between Jrt;Sost-ko mice and Jrt;Sost-het mice, despite the significant differences in their skeletal phenotypes. 

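The collagen type I genes were compared in the tibia shafts of Jrt;Sost-ko and Jrt;Sost-het mice. *Col1a1* had 18230 ± 4956 CPM (SD, n = 4) in Jrt;Sost-het mice and 23887 ± 5759 CPM (SD, n = 4) in Jrt;Sost-ko mice. The log2 fold change was 0.40 (standard error 0.238) and did not exceed the spread between mice (exact permutation test, two-sided p = 0.2). *Col1a2* (ENSMUSG00000029661), on chromosome 6 from 4504814 to 4541544, had 23056 ± 4351 and 30595 ± 6041 CPM, a log2 fold change of 0.41 (standard error 0.194; exact permutation test, two-sided p = 0.143). Both genes together took between 3.3% and 6.69% of the counts of a library in these 8 mice. Of 23 genes of collagen processing, a list fixed in advance, 20 were higher in Jrt;Sost-ko mice, with a median log2 fold change of 0.10 (adjusted p = 0.0165 from limma's camera). The adjusted p was 0.844 in fry and 0.811 in camera with the inter-gene correlation estimated from the data, so that the rise did not hold there. The median of the list fell to 0.04 without Jrt;Sost-ko mouse 3 and rose to 0.23 without Jrt;Sost-het mouse 1. Adjusted over the list alone, 1 gene of the 23 passed the threshold, *Colgalt2*, against 0 adjusted over all genes. The paper's table named *Colgalt2* from these same samples, so that the first count is not independent evidence.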

The transcriptome analysis did confirm that *Sost* expression was absent in Jrt;Sost-ko mice, but among the other differentially regulated genes, only *Colgalt2* has an obvious link to collagen metabolism or OI. *Colgalt2* codes for an enzyme that glycosylates hydroxylated lysine residues in collagen, which may be important for collagen secretion^26^. However, it is unclear whether downregulation of *Colgalt2* contributes to the phenotypic differences between Jrt;Sost-ko mice and Jrt;Sost-het mice that we found in the present study.

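*Colgalt2* expression in WT mice was 6.99 ± 3.39 CPM (SD, n = 4), with single mice between 2.70 and 10.7 CPM. Compared with WT mice, the log2 fold change was 0.41 (standard error 0.362) in Jrt;Sost-het mice and -0.86 (standard error 0.43) in Jrt;Sost-ko mice. Neither difference exceeded the spread between mice (exact permutation test, two-sided p = 0.229 and 0.2). The counts behind these values were between 72 and 386 per mouse.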

A limitation of the present study is that we were unable to compare Jrt;Sost-ko mice to Jrt;Sost-WT littermates. This was due to the fact that the *Col1a1* and *Sost* genes are located in proximity on mouse chromosome 11 and are therefore in close linkage disequilibrium. 

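Genes near *Sost* were compared between Jrt;Sost-ko and Jrt;Sost-het mice, with *Sost* itself left out. Of 308 tested genes that start within 10 Mb of *Sost*, 17 (5.52%) had an unadjusted p under 0.05, as did 5.01% of the 16367 other genes with a known position. The odds ratio was 1.11 (95% confidence interval 0.633 to 1.82, Fisher's exact test, p = 0.692). This test and its interval take genes as independent, which genes measured in the same mice are not. As a set, the 308 genes had a p of 0.32 in limma's fry test for changes in either direction. Within 5 Mb this p was 0.276 and within 20 Mb it was 0.505. It was 0.0638 without Jrt;Sost-ko mouse 3 and at most 0.69 without any other mouse. The region includes *Col1a1*.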

We therefore compared Jrt;Sost-ko to Jrt;Sost-het mice. 

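*Sost* expression in the WT mice of the parallel colony was 53.29 ± 18.8 CPM (SD, n = 4). Jrt;Sost-het mice had 75.1% of this level, a log2 fold change of -0.41 (standard error 0.368, adjusted p = 1 from edgeR). The 95% confidence interval of the fold reached from 0.419 to 1.34, and the difference did not exceed the spread between mice (exact permutation test, two-sided p = 0.343). The log2 fold change was -0.83 without Jrt;Sost-het mouse 3 and -0.23 without WT mouse 2. Over 19 alternatives the adjusted p stayed between 0.537 and 1. At this sample size neither 1 active allele nor 2 can be read from the level of *Sost*.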

Previous studies have found that heterozygous *Sost* inactivation does not cause a bone phenotype in mice^15^, as also observed here. However, in humans heterozygous inactivating *Sost* mutations are associated with slightly higher bone mass^27^. If heterozygous *Sost* deficiency in fact had a similar effect in *Col1a1*^Jrt/+^ mice as it has in humans, then our data would underestimate the effect of homozygous *Sost* deficiency in *Col1a1*^Jrt/+^ mice. An additional limitation is the low sample size used in the RNA seq experiment. 

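How many changed genes 4 mice against 4 can detect was tested on simulated counts with the library sizes and the spread of the Jrt;Sost-het and Jrt;Sost-ko mice, in which 200 genes were changed. At a log2 change of 1, edgeR called 73 of 106 changed genes (68.9%). At a log2 change of 2 it called 84 of 87 (96.6%). Of its 169 calls, 12 were genes that had not been changed. DESeq2 called 78 of 109 genes at a log2 change of 1 and 84 of 91 at a log2 change of 2, and 64 of its 226 calls were unchanged genes. In simulated counts without any change, edgeR called 0 of 16521 genes. Smaller changes were not simulated. Each gene was drawn independently of the others, so that spread which many genes share between mice was not simulated either. The shares called hold for independent genes with 200 of them changed, and do not give the power of the real comparison.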

As in any statistical evaluation, a larger sample size is likely to identify a larger number of statistically significant differences between groups.

In conclusion, the present study shows that complete inactivation of *Sost* increases bone mass and strength in the *Col1a1*^Jrt/+^ mouse, even though pharmacological *Sost* inhibition had previously shown only minimal effects in this mouse model of OI. These observations suggest that the degree of Sost suppression that is required for eliciting a beneficial response can vary with the genetic cause of OI.

## Supplementary Information

Supplementary Figures.

## Data Availability

The datasets generated and analyzed during the current study are available in the Gene Expression Omnibus (GEO) repository, accession number GSE220601 and link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE220601.

# Supplementary material for: Effect of sclerostin inactivation in a mouse model of severe dominant osteogenesis imperfecta
**Source:** Sci Rep. 2023 Mar 27;13:5010. doi: 10.1038/s41598-023-32221-3
**Supplement:** Supplementary file 1 — Supplementary Figures.

**Supplemental Material**

**Supplemental Figure 1:** MicroCT analysis of trabecular bone at the distal femur (A-C) and of cortical bone at the femur midshaft (D-F) in 8-week-old WT Sost-replete mice and in WT with heterozygous Sost knockout. Error bars represent standard errors. Significance levels for differences between WT;WT and WT;Sost-het are indicated above the horizontal lines. ns: not significant (p≥0.05). N= 11 mice per group.

**Supplemental Figure 2:** MicroCT analysis of trabecular bone at the distal femur (A-C) and femur midshaft (D-F) in male and female mice. Error bars represent standard errors. Significance levels for differences between males and females are indicated above the horizontal lines (t-tests): * p<0.05, ***p<0.001, ns: not significant (p≥0.05). n= 4-6 mice per group.

**Supplemental Figure 3:** Serum levels of alkaline phosphatase, calcium and phosphorus in the Jrt;Sost-het and Jrt;Sost-ko mice at 8 and 14 weeks. Error bars represent standard errors. Significance levels for differences between the two genotypes are indicated above the horizontal lines. ns: not significant (p≥0.05). N= 11-15 mice per group.

How the deposited data were processed for this re-analysis (not part of the article)

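RNA from the tibia shafts of 12 male mice aged 8 weeks was analysed, 4 each of the groups Jrt;Sost-ko, Jrt;Sost-het and WT. The labels give the Jrt;Sost-het mice by their *Col1a1* genotype alone, and their *Sost* genotype was taken from the paper. The WT mice came from a separate colony, so that colony and genotype cannot be separated in comparisons with WT. Mice are numbered from 1 to 4 within each group in the order of the labels, and the numbers pair no mice across groups.

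The authors aligned paired-end reads to GRCm38 with STAR and counted them on Ensembl genes. The paper's text does not name the counting tool, its strand setting or the annotation release. The deposited count matrix holds raw counts, without normalization, and equals the deposited counts of the single mice, which were also used for the reads counted on no gene. The authors' deposited comparison tables give a log2 fold change and p-values (unadjusted and adjusted, from DESeq2 and from edgeR) for genes with at least 10 counts over the mice compared. Those log2 and p-value columns were used only as the authors' values. The 48 columns of normalized and raw counts per mouse in the comparison tables were not used, nor were the separate tables of each tool, whose values the joined tables repeat.

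The totals of reads counted on genes are numbers after alignment and counting, where the paper gives the number of reads sequenced. Of the reads assigned to a gene, to several genes or to none, between 0.602% and 0.674% were ambiguous. The 10 most abundant genes took between 7.6% and 11.1% of the counts. TMM factors lay between 0.978 and 1.02. Over 18 pairs of mice of the same group, the chi-square per degree of freedom of the counts was between 25.8 and 250, so that the spread between mice was far above counting error. Xist had between 3 and 38 counts per mouse and the Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y had at least 625.

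Each pair of groups was fitted on its own 8 mice in R 4.3.3 with edgeR 4.0.16 (filterByExpr and glmQLFit with default settings, TMM, glmQLFTest), and genes with a Benjamini–Hochberg adjusted p under 0.05 were called. Log2 CPM used a prior count of 2. Single genes were also compared by exact two-sided permutation tests over the 70 arrangements of 8 mice. Correlations used 100000 permutations. Gene lists were tested with camera and fry of limma 3.58.1 on log2 CPM, with adjustment over the 33 tests of 11 lists (osteoblast, osteocyte, osteoclast, Wnt target, collagen processing, skeletal muscle, erythroid, neutrophil, B cell, adipocyte and chondrocyte) and 3 comparisons. A further 5 lists (epidermis, ribosome biogenesis, tRNA synthetase, interferon response and dividing cells) were written after the data were seen and adjusted over their own 15 tests. Gene positions come from GENCODE M21, in which 46488 of 47069 identifiers (98.8%) were found.

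The groups, the tests, the 11 lists, the alternatives other than the 2 named as added and the rule for naming genes were set before the data were examined. The text names every gene that the paper names, genes with an adjusted p under 0.05 in edgeR (all of them for Jrt;Sost-ko against Jrt;Sost-het if 10 or fewer, and otherwise the 5 largest rises and falls without overlap of the groups), the sex genes, and members of the lists. Other genes are marked as chosen after their values were seen. The alternatives were DESeq2's size factors, upper-quartile scaling, DESeq2 1.42.0, no filter, at least 10 counts in every mouse, all 12 mice in a single fit, limma-voom with sample quality weights, 1 surrogate variable from sva 3.50.0, scaling without muscle, erythroid and neutrophil genes, and leaving out each mouse in turn. Robust estimation of the spread in edgeR and the muscle genes as a covariate were added after the data were seen. The comparison of overlap between the 2 contrasts with WT was planned against simulated groups set against the same WT libraries. Those simulated means had been taken from the WT libraries themselves, so after that result was seen 3 simulated unchanged groups and random regroupings of the 12 mice were used in its place.

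The functions were tested on simulated counts with 200 changed genes. Bone imaging, histomorphometry, biomechanics and serum markers were not analysed here.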

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

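The tests on epidermal transcripts, on *Sost* reads in Jrt;Sost-ko mice, on the whole process of ribosome biogenesis and on neighbouring genes in Jrt;Sost-ko against WT mice were chosen only after the results were seen.

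In 6 of 112 groups of 4 mice, a single mouse lay so far from the others that its gap to the nearest, as a share of the group's range, exceeded Dixon's 95% critical value. Chance gives 5.6 such groups. *Dkk1* in Jrt;Sost-ko mice had a gap of 0.879, with mouse 2 above the others. The Wnt target list in Jrt;Sost-het mice had a gap of 0.836 with mouse 1 highest, the epidermis list in Jrt;Sost-ko mice a gap of 0.869 with mouse 3 highest, and the dividing cells list in Jrt;Sost-het mice a gap of 0.922 with mouse 4 lowest. No cause was tested for these 4.

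*Rbm44* in WT mice had a gap of 0.896, with mouse 1 at 0 counts against 73 to 119 in the others. It also had 0 counts in Jrt;Sost-het mice 1 and 2 and in every Jrt;Sost-ko mouse, and 72 and 82 in Jrt;Sost-het mice 3 and 4. *Gm37261* in Jrt;Sost-het mice had a gap of 0.834, with 101 counts in mouse 2 against 6 to 10 in the others. It had 85 to 108 counts in Jrt;Sost-ko mice and 3 to 14 in WT mice. Both genes were chosen after their values were seen. Such a split of mice within a group may come from FVB and C57BL6 alleles that segregate in the mixed background. If so, genes with small p-values should lie close together on chromosomes. Of the 200 genes with the smallest p-values in Jrt;Sost-ko against WT mice, 69 had another of them within 1 Mb, against a mean of 52.9 for random tested genes (permutation p = 0.0309), but 7 of the 35 splits of the 8 mice, the real grouping included here and below, gave as many. In Jrt;Sost-het against WT mice 66 genes did (mean 53.1, permutation p = 0.0659, 12 of 35 splits), and in Jrt;Sost-ko against Jrt;Sost-het mice 73 did (mean 53.3, permutation p = 0.0109, 4 of 35 splits). Linked alleles and co-regulated neighbours cannot be told apart by these counts, since splits other than the real grouping give as many as well. A strain variant that changes how reads of these 2 genes align was not tested.

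Epidermal transcripts appeared in WT mice 3 and 4, which the paper does not report on. Krt10 had 48.65 and 208.2 CPM in these mice and between 1.34 and 2.09 CPM in every other mouse. Krt14 had 11.1 and 84.2 CPM, Krt1 9.29 and 59.3 CPM and Krt5 17.99 and 109.2 CPM, against at most 0.346 CPM of these 3 genes elsewhere. The test was first set up as a count of list members above 3 counts, few of which were to appear in the other mice. That did not hold, since 29 and 30 of 30 members were above 3 counts in WT mice 3 and 4 but also 15 to 21 in the others. The measure was then replaced, with those counts known, by the number of members higher in both mice than in every other mouse. It was 25 of 30, from a list that leaves out the epidermal genes noticed first. Of the 30, 24 had more than 3 counts in at least 1 other mouse. This is consistent with RNA of skin carried into these samples during dissection. The design gives no reason why 2 WT mice would express these genes in bone, and no biological explanation was tested.

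*Sost* in Jrt;Sost-ko against WT mice, which the paper does not compare, had a log2 fold change of -6.29 (standard error 0.466, adjusted p = 0.00895 from edgeR), lower in 4 of 4 mice. The remaining *Sost* reads might be reads carried over evenly from the other 11 libraries. An upper bound on such carry-over is the smallest share that any gene with at least 4000 counts elsewhere left in the library, with 3 counts added to its count there. Mouse 4 was set apart from mice 1 to 3 after the ratios were seen. The counts elsewhere were first taken from the Jrt;Sost-het libraries alone, and from all 11 other libraries after that result was seen. With the first choice the *Sost* share was 0.122, 1.56, 0.208 and 12.4 times the bound in mice 1 to 4, so that it was under the bound in mice 1 and 3. With the second, in Jrt;Sost-ko mouse 4 the *Sost* share was 13.4 times this bound, and 42 genes had a lower share, which argues against even carry-over there. In Jrt;Sost-ko mice 1 to 3 the ratio was at least 2.5, but only 2, 4 and 1 genes had a lower share, keratins and, in mouse 2, cartilage genes that are abundant in a few libraries. Even carry-over and transcription in these 3 mice cannot be told apart, since so few genes set the bound and the choice of libraries moves it. Reads from what remains of the *Sost* locus in the knockout allele, or from an overlapping transcript, stay open and could not be tested from counts per gene.

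Of the 70 genes of the ribosome biogenesis list, 69 were higher in Jrt;Sost-ko than in Jrt;Sost-het mice, a process the paper does not discuss. The median log2 fold change was 0.14 (adjusted p = 4.14e-19 from limma's camera over 15 tests), with 0.10 to 0.17 without 1 mouse at a time and 0.12 to 0.15 under 7 other scalings, models and tools. The list was written after *Utp20* had been noticed and leaves it out. The adjusted p was 0.217 in fry and 0.376 with the inter-gene correlation estimated, and the list means gave an exact permutation p of 0.0571. With every library thinned to 24366061 counts the median was 0.128. Thinning leaves a gene's expected share of a library unchanged, so that this test cannot decide about library depth. With the muscle genes as a covariate the median was 0.113, which argues against muscle left on the bone. Of the 30 dividing cell genes 29 were higher as well, with a median of 0.074, but the exact permutation p of the list means was 0.657. Without Jrt;Sost-ko mouse 4 this median was -0.03, with 6 of 30 genes higher, where the ribosome biogenesis list had 0.10, with 64 of 70 higher. A higher share of dividing cells stays open, since the direction of that list rests on a single mouse. A rise of the whole process and chance cannot be told apart with 4 mice per group, since the genes move together and fry does not pass the threshold.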

How the results depend on the processing

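The covariate and robust alternatives were chosen after seeing the data. No paired analysis was possible because each mouse has its own animal number and nothing pairs mice across groups.

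The number of genes with an adjusted p under 0.05 changed most with DESeq2 in place of edgeR, which gave 7 genes in Jrt;Sost-ko against Jrt;Sost-het mice, 4 in Jrt;Sost-het against WT mice (Krt77, Flg2, Psapl1 and C4b, chosen after their values were seen) and 18 in Jrt;Sost-ko against WT mice, where edgeR gave 1, 0 and 1. In Jrt;Sost-ko against Jrt;Sost-het mice it was 0 with limma-voom (1483 genes at an unadjusted p under 0.05), 0 with robust estimation (818) and 0 with the muscle covariate (908). In Jrt;Sost-ko against WT mice it was 2 without a filter, 2 with limma-voom and 2 with a surrogate variable, the second gene being *Gm37261* each time. Across the 8 fits of each comparison that left out 1 mouse, the number ranged from 0 to 3 in Jrt;Sost-ko against Jrt;Sost-het mice, from 0 to 0 in Jrt;Sost-het against WT mice and from 0 to 2 in Jrt;Sost-ko against WT mice. The last was 0 without WT mouse 1 or 3 or Jrt;Sost-ko mouse 1, 3 or 4, and 2 without WT mouse 4. Without WT mouse 4, 1591 genes had an unadjusted p under 0.05 in Jrt;Sost-het against WT mice, against 359 with all mice. Fits without a mouse have fewer samples. For the other alternatives the cause was not tested. In Jrt;Sost-het against WT mice, Krt77, Flg2 and Psapl1 had log2 fold changes of -24.7, -24.1 and -23.7 with DESeq2. Skin RNA in WT mice 3 and 4 is not ruled out as their source. The same holds for Krt77 in Jrt;Sost-ko against WT mice.

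The log2 fold change of *Sost* between Jrt;Sost-ko and Jrt;Sost-het mice kept its sign under every alternative, from -6.40 to -5.46 without 1 mouse at a time. It was past the threshold in 5 of those 8 fits. It was no longer past the threshold with limma-voom (-5.66, adjusted p = 0.479), with robust estimation (-5.87, adjusted p = 0.0974) and with the muscle covariate (-5.74, adjusted p = 0.0543), where the range over all alternatives was 7.32e-25 to 0.479; the cause was not tested. *Sost* in Jrt;Sost-het against WT mice kept its sign and stayed short of the threshold, from -0.83 to -0.23 without 1 mouse at a time. *Colgalt2*, *Tex15*, *Pla1a* and *Pla2g5* kept their signs and passed the threshold in 4 of 44 results of alternatives other than leaving out a mouse, each with DESeq2.

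With camera 18 of 33 list tests passed the threshold. With fry 0 did and with the inter-gene correlation estimated 0 did, where camera's unadjusted p was under 0.05 in 18. Without 1 mouse at a time between 12 and 22 passed, the lowest number without WT mouse 1. The p of genes near *Sost* stayed above the threshold, from 0.0638 to 0.69 without 1 mouse at a time. No gene was called in both contrasts with WT, from 0 to 0 without 1 mouse at a time, except Krt77 with DESeq2 (1 gene). Across genes, the correlation of log2 fold changes between these contrasts was 0.501, from 0.391 to 0.625 without 1 mouse at a time.

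Read depth did not limit the named genes of Table 1 other than *Sost*, which had at least 72 counts in every mouse of these groups. In Jrt;Sost-ko mice *Sost* had 10 to 43 counts, which limits the precision of its fold change.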

Differences from the paper's values

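Adjusted p-values and numbers of genes differ from the paper's values, and log2 fold changes do not. For *Sost* the adjusted p from edgeR was 0.013, against the paper's value of less than 0.001. Of the 17 alternatives set before the data were examined, DESeq2 (7.32e-25) and no filter (0.000638) gave a value under 0.001. All 12 mice in a single fit gave 0.00143, above it but by less than 1.5 times. The other 14 were farther above, and the range over all alternatives was 7.32e-25 to 0.479.

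For *Colgalt2* the adjusted p from edgeR was 0.901 against the paper's 0.01, for *Tex15* 0.901 against the paper's 0.01, for *Pla1a* 0.901 against the paper's 0.03 and for *Pla2g5* 0.901 against the paper's 0.03. With DESeq2 the values were 0.01, 0.00946, 0.0273 and 0.0273, within the paper's. The other 16 of the 17 alternatives set before the data were examined did not come within the paper's value for any of the 4 genes, with adjusted p-values up to 1. The paper's methods name DESeq.

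Besides *Sost*, 0 genes were lower in Jrt;Sost-ko mice with an adjusted p under 0.05 in edgeR, against the paper's 3, and 841 genes had an unadjusted p under 0.05 in either direction. DESeq2 gave the paper's 3 genes, and the other 16 alternatives set before the data were examined did not. In edgeR 0 genes were higher, against the paper's 1. DESeq2 gave 3, *Pla2g5*, *Iars* and *Utp20*, which is not within the paper's number. Of the alternatives set before the data were examined, leaving out Jrt;Sost-het mouse 2 or 3 gave 1 higher gene, but *Gm37261* and *Gm9855* in place of *Pla2g5*, and the other 15 did not give 1.

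The authors' deposited comparison of Jrt;Sost-ko with Jrt;Sost-het mice has a DESeq2 adjusted p under 0.05 for 7 genes, 4 lower and 3 higher. These include *Iars* (the authors' adjusted p 0.027) and *Utp20* (the authors' adjusted p 0.037), which the paper's list does not hold. The authors' edgeR column has 3 genes with an adjusted p under 0.05, *Sost*, *Rbm44* (0.045) and *BC117090* (0.048). In the comparisons with WT, for which the paper reports no genes, the authors' edgeR column has 85 genes in Jrt;Sost-het and 110 in Jrt;Sost-ko mice, where the edgeR test used here gave 0 (359 at an unadjusted p under 0.05) and 1. The authors' DESeq2 column has 4 and 19, where DESeq2 here gave 4 and 18. The cause was not tested.

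The paper states that *Sost* expression was absent in Jrt;Sost-ko mice. Each of these libraries held *Sost* counts, between 10 and 43.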

Other observations

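The test on the interferon response list, and the simulated and random groups set beside the correlation of the contrasts with WT, were chosen only after the results were seen.

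Of the 35 splits of the 8 mice into 4 and 4, the real grouping included in each count, 5 gave as many genes with an adjusted p under 0.05 as the comparison of Jrt;Sost-ko with Jrt;Sost-het mice (1 gene) and 4 as many as Jrt;Sost-ko against WT mice (1 gene). For Jrt;Sost-het against WT mice, with 0 genes, all 35 necessarily do, so that this count decides nothing. At an unadjusted p under 0.05, 15 splits gave as many genes as Jrt;Sost-ko against Jrt;Sost-het mice (841), 22 as many as Jrt;Sost-het against WT mice (359) and 13 as many as Jrt;Sost-ko against WT mice (668). The median over splits was 0 genes in each comparison. The highest numbers were 2, 538 and 774 genes. The highest in both comparisons with WT came from the split with the largest difference in muscle genes of the 35, WT mice 1 and 2 with Jrt;Sost-het mice 1 and 2 against the rest, and WT mice 1 and 2 with Jrt;Sost-ko mice 2 and 4 against the rest. The 1 gene called in each of both comparisons with Jrt;Sost-ko mice was *Sost*, the gene inactivated in them. A count of 1 gene could come from a random grouping of these mice. The splits count any gene, so that they decide nothing about *Sost* itself.

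If skeletal muscle left on the bone raises the spread between mice, it might lower the number of genes called between Jrt;Sost-ko and Jrt;Sost-het mice. With the mean log2 CPM of the skeletal muscle list as a covariate the number was 0 in place of 1, where a rise was predicted, since the adjusted p of *Sost* moved from 0.013 to 0.0543. The covariate takes 1 of the 6 residual degrees of freedom. The number of genes at an unadjusted p under 0.05 rose from 841 to 908, and in Jrt;Sost-het against WT mice from 359 to 565 and in Jrt;Sost-ko against WT mice from 668 to 1866. Within both groups the score on principal component 1 followed the muscle genes (Pearson's r = 0.971 in Jrt;Sost-het and 0.989 in Jrt;Sost-ko mice). Whether this spread lowers the number of genes called between them stays open, since a change by 1 gene decides nothing.

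A single *Sost* allele would lower *Sost* in Jrt;Sost-het against WT mice if expression followed the number of alleles. The fold was 0.751, and its 95% confidence interval (0.419 to 1.34) contains both 1 and 0.5. Expression from 1 and from 2 alleles cannot be told apart with 4 mice per group. Alleles linked to *Sost* by the breeding might change genes near it between Jrt;Sost-ko and Jrt;Sost-het mice. The odds ratio of 1.11 leaves this open, since its interval reaches from 0.633 to 1.82. That interval and Fisher's exact test take genes as independent, which genes measured in the same mice are not. In Jrt;Sost-ko against WT mice, 20 of 317 genes (6.31%) within 10 Mb had an unadjusted p under 0.05 and 3.84% of other genes (Fisher's exact test, p = 0.0378), but fry gave p = 0.349. In Jrt;Sost-het against WT mice Fisher's exact test gave p = 0.841.

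Interferon response genes were higher in Jrt;Sost-het than in WT mice in 33 of 34 genes, with a median log2 fold change of 0.17 (adjusted p = 2.22e-08 from limma's camera). The adjusted p in fry was 0.487 and the exact permutation p of the list means 0.2. WT mouse 4 had the lowest list mean, 4.56 log2 CPM, against 4.932 to 5.266 in the other WT mice. Jrt;Sost-het mice had 5.052 to 5.305, so that the size of the difference rests in part on WT mouse 4. A rise of the whole response and chance cannot be told apart with these mice. The separate colonies are confounded with genotype.

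The remaining lists are given for Jrt;Sost-ko against Jrt;Sost-het mice. The 16 skeletal muscle genes had a median log2 fold change of -1.01 (adjusted p = 0.000174 from limma's camera), which was -0.07 without Jrt;Sost-het mouse 4 and -1.61 without Jrt;Sost-ko mouse 3. The 8 chondrocyte genes had -1.99 (adjusted p = 0.00355), and -0.45 without Jrt;Sost-het mouse 1. The other 4 lists did not pass the threshold, and leaving out 1 mouse changed the sign or the size of each. The 7 erythroid genes tested had 0.11 (adjusted p = 0.151), and -0.01 without Jrt;Sost-het mouse 4 and 0.23 without Jrt;Sost-ko mouse 3. The 10 neutrophil genes had -0.10 (adjusted p = 0.139), and -0.01 without Jrt;Sost-ko mouse 3 and -0.19 without Jrt;Sost-ko mouse 4. The 10 B cell genes had 0.02 (adjusted p = 0.742), and -0.08 without Jrt;Sost-ko mouse 4 and 0.10 without Jrt;Sost-het mouse 4. The 8 adipocyte genes had -0.15 (adjusted p = 0.388), and 0.01 without Jrt;Sost-het mouse 2 and -0.34 without Jrt;Sost-het mouse 1. Of the lists written after the data were seen, the 19 tRNA synthetase genes were all higher, with a median of 0.12 (adjusted p = 4.62e-07 from limma's camera, 0.217 from fry). The 16 epidermis genes tested in Jrt;Sost-het against WT mice had a median of -1.74 (adjusted p = 5.37e-07 from limma's camera, 0.487 from fry).

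Across 16688 genes, which are not independent replicates, the log2 fold changes of both contrasts with WT had a correlation of 0.501. Simulated unchanged groups with a shared control gave a median of 0.496 over 40 draws, from 0.462 to 0.523, and random regroupings of the 12 mice a median of 0.512, from -0.139 to 0.836. The shared WT mice alone give a correlation of this size.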
